# B Cells Are Required to Generate Optimal Anti-Melanoma Immunity in Response to Checkpoint Blockade

**DOI:** 10.3389/fimmu.2022.794684

**Published:** 2022-05-26

**Authors:** Shubhra Singh, Jason Roszik, Neeraj Saini, Vipul Kumar Singh, Karishma Bavisi, Zhiqiang Wang, Long T. Vien, Zixi Yang, Suprateek Kundu, Richard E. Davis, Laura Bover, Adi Diab, Sattva S. Neelapu, Willem W. Overwijk, Kunal Rai, Manisha Singh

**Keywords:** knockout (KO), programmed death-ligand 1 (PD-L1), cytotoxic T-lymphocyte-associated protein 4 (CTLA-4), the Cancer Genome Atlas melanoma (TCGA), immunotherapy, Blymphocytes, chemokineCXCL13, toll-like receptor 7/8

## Abstract

Immunotherapies such as checkpoint blockade therapies are known to enhance anti-melanoma CD8^+^ T cell immunity, but only a fraction of patients treated with these therapies achieve durable immune response and disease control. It may be that CD8^+^ T cells need help from other immune cells to generate effective and long-lasting anti-tumor immunity or that CD8^+^ T cells alone are insufficient for complete tumor regression and cure. Melanoma contains significant numbers of B cells; however, the role of B cells in anti-melanoma immunity is controversial. In this study, B16 melanoma mouse models were used to determine the role of B cells in anti-melanoma immunity. C57BL/6 mice, B cell knockout (KO) C57BL/6 mice, anti-CD19, and anti-CXCL13 antibody-treated C57BL/6 mice were used to determine treatment efficacy and generation of tumor-specific CD8^+^ T cells in response to PD-L1 blockade alone or combination with TLR-7/8 activation. Whole transcriptome analysis was performed on the tumors from B cell depleted and WT mice, untreated or treated with anti-PD-L1. Both CD40-positive and CD40-negative B cells were isolated from tumors of TLR-7/8 agonist-treated wild-type mice and adoptively transferred into tumor-bearing B cell KO mice, which were treated with anti-PD-L1 and TLR-7/8 agonist. Therapeutic efficacy was determined in the presence of activated or inactivated B cells. Microarray analysis was performed on TLR-7/8-treated tumors to look for the B cell signatures. We found B cells were required to enhance the therapeutic efficacy of monotherapy with anti-PD-L1 antibody and combination therapy with anti-PD-L1 antibody plus TLR-7/8 agonist. However, B cells were not essential for anti-CTLA-4 antibody activity. Interestingly, CD40-positive but not CD40-negative B cells contributed to anti-melanoma immunity. In addition, melanoma patients’ TCGA data showed that the presence of B cell chemokine CXCL13 and B cells together with CD8^+^ T cells in tumors were strongly associated with improved overall survival. Our transcriptome data suggest that the absence of B cells enhances immune checkpoints expression in the tumors microenvironment. These results revealed the importance of B cells in the generation of effective anti-melanoma immunity in response to PD-1-PD-L1 blockade immunotherapy. Our findings may facilitate the design of more effective anti-melanoma immunotherapy.

## Introduction

Melanoma is the most deadly form of skin cancer (1) and is estimated to have caused 60,712 deaths worldwide in 2018 (2) and 100,350 new cases, and 11,480 deaths in the United States in 2020 (3). Although immunotherapies have emerged as the most promising treatments for metastatic melanoma (4) most patients with melanoma do not respond to available immunotherapies.

The finding that the number of tumor-infiltrating CD8^+^ T cells was strongly associated with patient survival led to T cell-based immunotherapy for melanoma. Cancer vaccines have been shown to increase the activity of T cells that recognize tumor-associated antigens, but robust clinical responses remain anecdotal (5). Similarly, promising checkpoint blockade therapies (anti-CTLA-4 and anti-PD-1) are known to enhance T cell immunity, but only a fraction of patients treated with these therapies achieve durable immune response and disease control (6). It may be that CD8^+^ T cells need help from other immune cells to generate effective and long-lasting anti-tumor immunity or that CD8^+^ T cells alone are insufficient for complete tumor regression and cure. The importance of interactions between B cells and T cells in autoimmunity (7, 8) and transplant (9) suggests that B cells may have a role in generating anti-tumor CD8^+^ T cell immunity.

In this study, we found that B16 melanoma responds better to monotherapy with anti-PD-L1 antibody and to combination therapy with anti-PD-L1 antibody plus TLR-7/8 agonist in the presence of B cells. Furthermore, CD40-positive B cells were required to generate optimal anti-melanoma immunity in response to the combination therapy.

## Methods

### Mice and Cell Lines

All animal experiments were performed under National Institutes of Health guidelines and approved by the Institutional Animal Care and Use Committee of The University of Texas MD Anderson Cancer Center. C57BL/6 mice were purchased from The Jackson Laboratory. Female mice were used at 6–8 weeks of age. Mycoplasma-free B16.F10 and B16.OVA melanoma cells were obtained from the American Type Culture Collection and maintained in RPMI 1640 supplemented with 10% heat-inactivated FBS, L-glutamine, sodium pyruvate, nonessential amino acids, and penicillin-streptomycin (all from Invitrogen/Life Technologies).

### TLR-7/8 Agonist and Its Vehicle

An injectable formulation of the TLR-7/8 agonist (3M-052) and the vehicle was provided by 3M Drug Delivery Systems (3M Center, St. Paul, MN) (10).

### Tumor Induction, Treatment, and Monitoring

C57BL/6 mice or C57BL/6 mice B cell knockout (KO) (muMt^-^) or anti-CXCL13 antibody (MAB470, R&D system), anti-CD19 antibody (BE0150, bio-x-cell) treated C57BL/6 mice were s.c. inoculated with 400,000 B16.F10 or B16.OVA melanoma cells for tumor development. On days 4, 7, 10, and 14 after tumor cell inoculation, mice were treated with i.p. injection of 200 μg of anti-CTLA-4 (9H10) or 200 μg of anti-PD-L1 (10F.9G2) or their isotype control antibodies (all from Bio X Cell). On days 8, 12, and 16 after tumor cell inoculation, mice were treated with intratumoral injection of 35 μg of TLR-7/8 agonist.

Three days before tumor inoculation, mice were treated with i.p. injection of 200 μg of anti-CXCL13/anti-CD19 antibody or their isotype control Abs. Treatment was repeated every 3 days.

In an adoptive transfer experiment, wild-type (WT) C57BL/6 mice with B16.F10 were treated with TLR-7/8 for 24 hr. Then tumors were isolated, and tumor-infiltrating CD40^+^ and CD40^–^ B cells were sorted by flow cytometry and then adoptively transferred to tumor-bearing B cell KO mice. Twenty-four hours after cell implant, the mice were treated with anti-PD-L1 and TLR-7/8 agonist according to the schedule described in the preceding paragraph.

Tumor size was expressed as the product of perpendicular diameters of tumors measured with calipers. Mice were sacrificed when tumor size reached 200 mm^2^. Results of survival experiments were analyzed using a log-rank Mantel-Cox test.

### Flow Cytometry Analysis

Leukocytes were isolated from mechanically disrupted tumors by using lymphocyte separation medium (Corning Cellgro). Antigen-specific T cell responses were evaluated by using OVA tetramer (clone H-2Kb SIINFEKL, Beckman Coulter) and CD8 (53-6.7, 1:200 dilution, BioLegend) staining. Intracellular Treg staining was performed using the Cytofix/Cytoperm kit (BD Biosciences). Cells were stained with antibodies against CD45 (30-F11, 1:200), CD19 (ID3,1:200), and CD40 (3-23,1:200) (all from Bio Legend); CD4 (GK1.5, 1:200, from BD Pharmingen); CD25 (PC61, 1:200, BD Bioscience); and FoxP3 (FJK-16s,1:200, Invitrogen). Dead cells were excluded from analysis using a fixable live stain (LIVE/DEAD fixable aqua stain, 1:150 dilution, Thermo Fisher Scientific). Data were acquired on an LSR II flow cytometer (BD Biosciences) and analyzed using FlowJo software, version 10.

### Cytokine/Chemokine Assay

Tumors were mechanically disrupted and centrifuged, and the supernatants were collected. An aliquot of 25 μl of a tumor supernatant from each sample was used to perform the assay. Cytokines/chemokines were measured using a Milliplex mouse cytokine/chemokine panel (Millipore) according to the manufacturer’s instructions. A fluorescence signal was measured on a Luminex 100/200 system, and data were analyzed using GraphPad Prism 8 software.

### ELISA-Based Cells Assay

B16 tumor-bearing B cell KO and WT mice were treated intratumorally with 3M-052 or vehicle on days 8 and 12 after tumor cell inoculation. On days 5 and 11 after treatment, serum was collected and analyzed for the presence of B16 tumor-specific serum IgG antibodies by ELISA-based cells assay. Briefly, 150,000 B16 cells per well suspended in 40 ul of PBS were coated and dried ON onto a 96 plate. On the day of the assay, wells were blocked with PBS-2% FBS for 1 hr. After blocking, serum dilutions were added as a source of primary antibodies and incubated for 1 hr. The plate was washed 5 times with PBS-T (PBS containing Tween). 50 ul of secondary antibody, goat IgG anti-mouse, HRP conjugated (1:2000) was added to each well and incubated for 1 hour. After washing 5 times, the substrate solution (TMB) was added to each well and incubated for 30 minutes. The reaction was stopped with H2SO4 0.2N, and the OD absorbance values were read at 450 nm.

### Microarray

Total RNA of TLR-7/8 agonist-treated or vehicle-treated tumors draining lymph nodes were extracted using the RNAqueous kit (Ambion). The RNA quality was checked by using a Bioanalyzer 2100 instrument (Agilent). One hundred nanograms of total RNA was amplified and biotin-labeled through a two-round Eberwine procedure using MessageAmp II and Illumina TotalPrep RNA amplification kits (Ambion) and hybridized to Illumina Ref-6 version 2 mouse whole-genome arrays. Hierarchical clustering and heat mapping were performed using Cluster and Treeview software from Eisen et al. (11).

### Whole Transcriptome Analysis

B16 melanoma bearing B cells depleted, and WT mice were treated or untreated with anti-PD-L1 antibody (every three days). After 3 days of third treatment, total RNA from tumors was extracted using Qiagen RNeasy Mini Kit (Cat# 74104). The quality of the RNA was assessed with using the Agilent RNA 6000 nano kit (Cat# 5067-1511). Approximately 1 ug of total RNA was used in conjunction with the Vazyme Ribo-off rRNA removal kit (Human/Mouse/Rat, Cat# N406-01) to specifically deplete all rRNA species. cDNA libraries were constructed using Ion Total RNA-Seq Kit v2 from ThermoFisher (Cat# 4479789) and manufacturers recommended protocol. Briefly, 10-50 ng of rRNA removed RNA was fragmented with RNAase III and purified using Nucleic Acid binding beads from Thermofisher (Cat# 4479681). RNA sequencing and sequence alignment were performed by PrimBio Research Institute LLC (Exton, PA). Statistical analysis was performed using the Moderated T-test to determine significant differentially expressed genes based on the replicates of each condition.

### Statistical Analysis

All results are expressed as mean ± SEM. For therapeutic experiments, 8 to 10 mice were assigned per treatment group. Data were analyzed using unpaired Student’s t-test, and ANOVA by using GraphPad Prism software (version 9), and differences were considered to be significant at P<0.05. The tumor volume was analyzed at different time points by using unpaired Student’s t-test. The analysis data set was the mice from the last available data point for which 90% of mice were still alive in the particular group comparison. Results of survival experiments were analyzed using a log-rank Mantel-Cox test. All experiments were performed at least twice with comparable results.

## Results

### B Cells Enhance Anti-Melanoma Immunity in Response to Monotherapy With Anti-PD-L1 Antibody

To determine whether B cells play any role in generating anti-melanoma immunity in response to checkpoint blockade, tumor-bearing WT and B cell KO mice were treated with anti-PD-L1 or anti-CTLA-4 antibodies. We found that both anti-PD-L1 and anti-CTLA-4 antibodies prolonged mouse survival compared to isotype control antibodies (**Figures 1A, B**). Interestingly, after anti-PD-L1 treatment, survival was longer in WT mice than in B cell KO mice, indicating that B cells enhance anti-PD-L1 antibody activity, but after anti-CTLA-4 treatment, there was no difference in survival between WT mice and B cell KO mice (**Figures 1A, B**) In addition, we found more tumor-specific CD8^+^ T cells in anti-PD-L1-treated WT mice than in anti-PD-L1-treated B cell KO mice (**Figure 1C**). In contrast, we found more regulatory T cells in anti-PD-L1-treated B cell KO mice than in any other groups of mice (**Figure 1D**). The gating strategies of **Figures 1C, D** are shown in **Supplementary Figure 1**.

**Figure 1:**
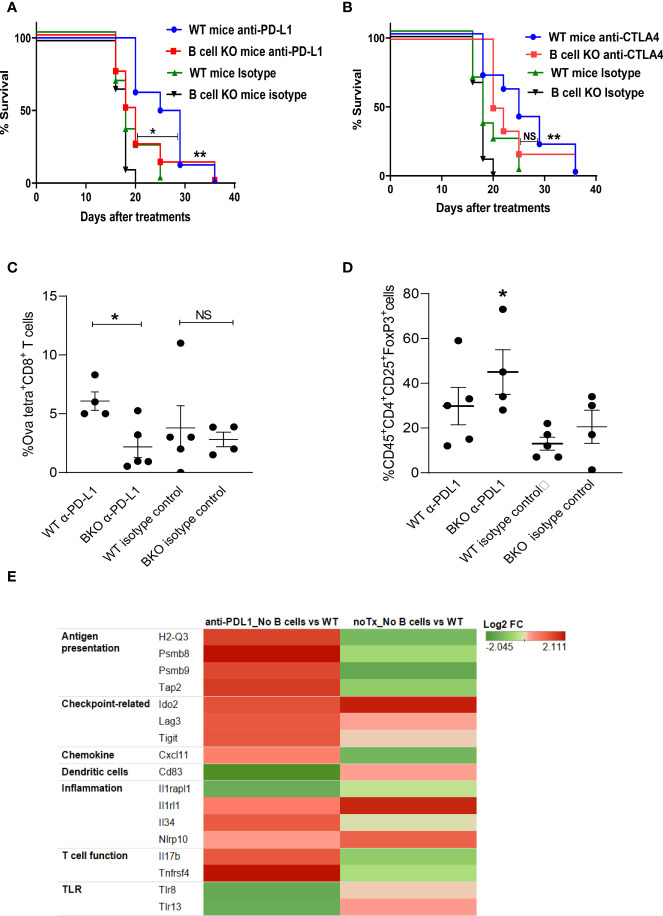
B cells play a role in anti-PD-L1 but not anti-CTLA-4–mediated anti-melanoma immunity. **(A, B)** WT and B cell KO (BKO) mice bearing B16.F10 tumors (400,000 cells/tumor) were treated with α-PD-L1 or α-CTLA-4 on days 4, 7, 10, and 14 after tumor cell inoculation. Kaplan-Meier survival curves, each with 8 to 10 mice per group. *P < 0.05, **P < 0.01, log-rank test. NS, not significant. **(C)** Mice bearing B16. Ova tumors were treated as indicated. Graph shows % of OVA-tetramer^+^CD8^+^ T cells in tumor **(D)** Tregs in WT and B cell KO (BKO) mice, after three days of the 3rd anti-PDL1 or isotype antibody treatment, n = 4 to 5 mice per group. *P < 0.05, unpaired Student’s t-test for tumor-specific CD8^+^ T cells and one-way ANOVA for Tregs. **(E)** Heatmap (transcriptome analysis) of B16 melanoma from B cell depleted and WT mice, treated or untreated with anti-PD-L1. The graph depicts fold changes in genes expression in anti-PD-L1 treated B cell depleted vs WT mice and untreated B cell depleted vs WT mice (n=4 mice/group).

To further confirm our findings and identify differences in tumor immune cell infiltration between B cell-depleted and WT mice, we performed a transcriptome analysis of tumors after anti-PD-L1 treatment. Interestingly, we found upregulation of antigen-presenting immune cells and activated T cell-related markers in B cell-depleted mice compared to WT mice (**Figure 1E**). However, in accordance with our flow cytometry data (**Figure 1D**), transcriptome data showed higher expression of regulatory T cell (Treg) markers such as indolamine-2,3-dioxygenase (IDO2), lymphocyte-activation gene 3 (LAG-3), and ITIM domains (TIGIT) (**Figure 1E**) in B cell-depleted mice than in WT mice. Inflammation-related genes such as IL-33 receptors (IL1rl1) and Nlrp10 were also upregulated in B cell-depleted mice than in WT mice (**Figure 1E**).

### B Cells Enhance Anti-Melanoma Immunity in Response to Combination Therapy With Anti-PD-L1 Antibody and TLR-7/8 Agonist

Previously, we reported that PD-1 pathway blockade enhanced the therapeutic efficacy of injectable TLR-7/8 agonist (12) against melanoma. We sought to determine whether B cells play an essential role in the anti-melanoma immune response mediated by combination therapy with anti-PD-L1 antibody and TLR-7/8 agonist. Indeed, we found that B cell KO mice generated significantly milder responses to anti-PD-L1 antibody, TLR-7/8 agonist, or the combination of TLR-7/8 agonist plus anti-PD-L1 antibody than WT mice, as demonstrated by shorter survival (**Figure 2A**) and larger tumor size (**Figure 2B**) of the B cell KO mice. Tumor size at particular time points is shown in **Supplementary Figure 2A**. Microarray data of draining lymph nodes of TLR-7/8 agonist–treated and vehicle-treated mice tumors showed significantly higher upregulation of CXCL13 in TLR-7/8–treated mice than in vehicle-treated mice (**Supplementary Figure 2B**). Indeed, we found B cell chemokine CXCL13 was required to generate optimal anti-melanoma effect and prolonged mouse survival in response to combination therapy with anti-PD-L1 plus TLR-7/8 (**Figure 2C**).

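The arrays behind this comparison measured RNA of tumor-draining lymph nodes of 8 mice with B16 melanoma. In 4 mice the tumor had been injected once with 3M-052, the TLR-7/8 agonist, and in 4 mice with vehicle. Injection was done at a tumor area of 30 to 40 mm2, and the nodes were taken on day 4. Each node was hybridized to an Illumina mouse bead array, a single-color array that reads the abundance of a transcript as the brightness of the beads carrying its probe. The authors deposited the scanner's intensity and detection p-value of 45281 probes on every array, made with GenomeStudio. The number of probes with a detection p under 0.05 was 17817 to 19773 on the 3M-052 arrays and 19094 to 20315 on the vehicle arrays, and the mean intensity per array was 331 to 461 and 306 to 418, respectively. Intensities were corrected for background from the detection p-values with neqc of limma, quantile normalized and brought to log2. The 19462 probes with a detection p under 0.05 on at least 4 of the 8 arrays were kept, and the groups were compared with limma, with Benjamini-Hochberg adjustment over these probes. A gene name could be given to 16414 of the kept probes, and 3048 are unnamed here. Where a gene has several kept probes, the brightest is reported. The number of arrays limits the precision of every value.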

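Cxcl13, which encodes the chemokine that draws CXCR5-bearing B cells into follicles, was higher in the nodes of 3M-052-treated mice. Its normalized intensity was 7471 ± 552 (SD, n = 4 mice) after 3M-052 and 5267 ± 755 (SD, n = 4) after vehicle. The log2 fold change was 0.51 (standard error 0.13, adjusted p = 0.046 from limma), a 1.43-fold difference. Each 3M-052 node lay above each vehicle node (two-sided exact permutation test, p = 0.029, the smallest p that 4 mice against 4 allow). This test treats the arrays as unpaired. The data paired arrays of the same replicate number, and a permutation within 4 pairs could not reach a p under 0.05. The array holds 1 named Cxcl13 probe. The mRNA of Cxcr5, the receptor of this chemokine, had a log2 fold change of 0.020 (standard error 0.22, adjusted p = 0.97). Among the other chemokine genes of lymphoid stroma, Ccl21a and Ccl19, which guide T cells and dendritic cells into the node, fell by 1.21 and 0.75 on the log2 scale (adjusted p = 0.039 and 0.020). Leaving out vehicle replicate 1 or 2 ended the calls of both, at adjusted p values of 0.11 and 0.10 for Ccl21a and 0.080 and 0.061 for Ccl19, and the Ccl21a call was also lost without 3M-052 replicate 1 (0.14), vehicle replicate 3 (0.068) or vehicle replicate 4 (0.054) and without the variance trend (0.058). Centering arrays on their median ended both calls, at log2 fold changes of -0.88 for Ccl21a and -0.47 for Ccl19 (adjusted p = 0.19 and 0.28). The Cxcl13 call was lost when any of the other 7 arrays than vehicle replicate 4 was left out, at adjusted p values of 0.057 to 0.16, and it was also lost without the filter on dim probes (0.098) and without the variance trend (0.10). It was lost as well with the level of fat transcripts as a covariate, an alternative chosen after seeing the data (log2 fold change 0.36, adjusted p = 0.53). The Cxcl13 call held with the replicate number as a block (adjusted p = 0.028 from limma), with array weights (0.012) and with median centering (0.046). Its log2 fold change was positive in every fit, from 0.36 with the fat covariate to 0.82 with median centering. The adjusted p values cover all tested probes, whereas the paper's figure compares CXCL13 alone. Before adjustment, limma gave Cxcl13 a p of 0.0022 in the main fit.

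**Figure D1:**
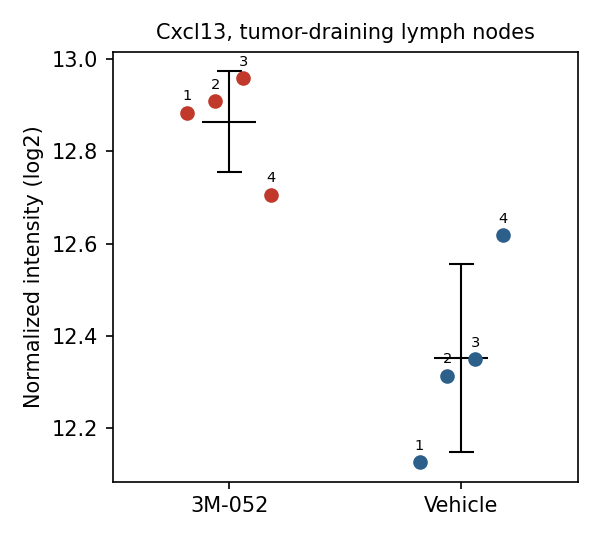
Normalized log2 intensity of Cxcl13 in tumor-draining lymph nodes of mice given 3M-052 or vehicle. Points are single mice with their replicate number, and bars are the mean and SD (n = 4 per group). The 3M-052 nodes lie between 12.71 and 12.96 and the vehicle nodes between 12.13 and 12.62.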

**Figure 2:**
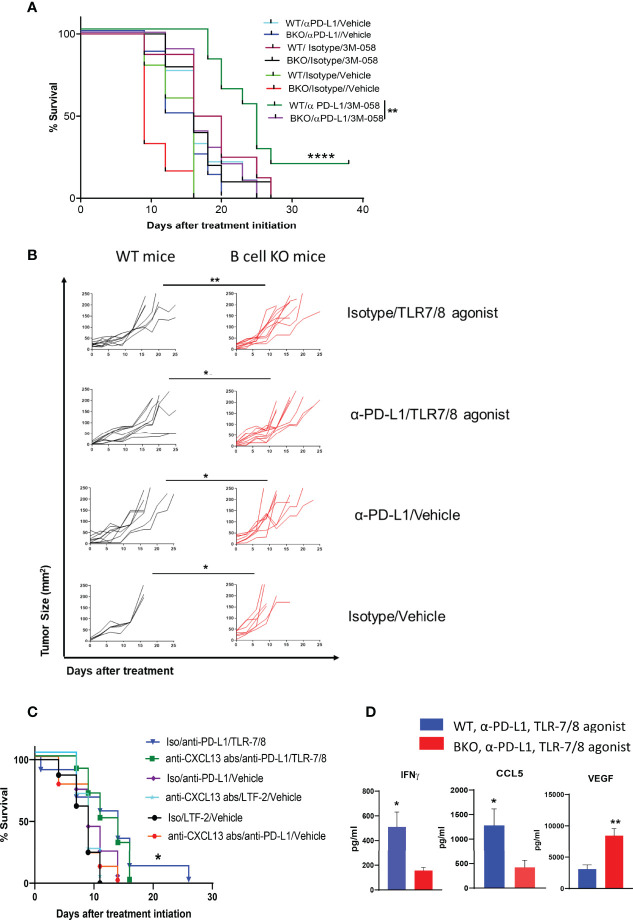
B cells enhance anti-melanoma immunity mediated by combination therapy with α-PD-L1 plus TLR-7/8 agonist. WT, B cell KO (BKO), and anti-CXCL13 antibody treated mice bearing B16.F10 tumors (400,000 cells/tumor) were treated with α-PD-L1 or isotype control on days 7, 10, 14 and 18 after tumor cell inoculation and/or intratumoral injection of TLR-7/8 or vehicle on days 8, 12, and 16 after tumor cell inoculation. **(A, C)** Kaplan-Meier survival curves. ****P < 0.0001, **P < 0.01, *P < 0.05, log-rank test. LTF-2, isotype control antibody; NS, not significant. **(B)** Tumor size. *P < 0.05, **P < 0.01 unpaired Student’s t-test (5-10 mice per group). **(D)** Cytokine levels. *P < 0.05, **P < 0.01, unpaired Student’s t-test (5 mice per group).

Furthermore, among the mice treated with the combination therapy, levels of Th1 cytokine IFNγ and T-cell-recruiting chemokine CCL5 in the tumor were significantly lower in the B cell KO mice than in the WT mice, whereas the level of VEGF was significantly higher in the B cell KO mice (**Figure 2D**).

### CD40-Positive B Cells Prolong Mouse Survival in Response to Combination Therapy

Next, we determined whether only CD40-positive B cells play an essential role in anti-melanoma immunity. We previously showed that TLR-7/8 agonist induced B cell activation and upregulation of CD40 on the B cell surface (12) Both CD19^+^CD40^+^ and CD19^+^CD40^-^ B cells were isolated from tumors of TLR-7/8 agonist–treated WT mice (**Figure 3A**). Then CD40-positive or CD40-negative B cells were injected into the tail vein of B cell KO mice, and mice were treated with the combination of TLR-7/8 agonist plus anti-PD-L1. As expected, CD40-positive B cell receivers had longer survival than CD40-negative B cell receivers in response to combination therapy (**Figure 3B**). Indeed, CD40-positive B cell receivers’ survival was similar to that of WT mice, and CD40-negative B cell receivers’ survival was similar to that of B cell KO mice (**Figures 3B, C**). Furthermore, in another set of experiments, we found a higher percentage of B cells and activated B cells in tumor-draining lymph nodes of anti-PD1 antibody-treated mice than PBS treated mice (**Supplementary Figure 3**).

**Figure 3:**
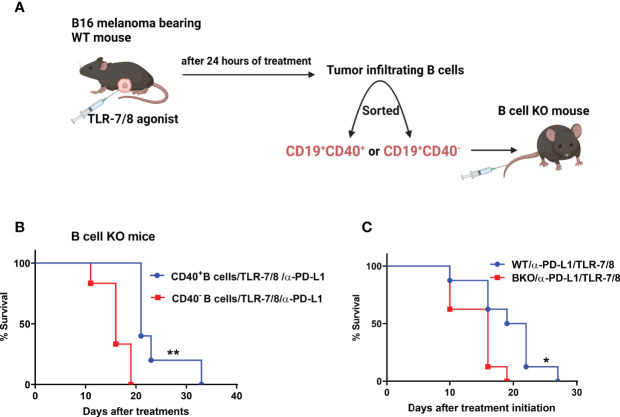
CD40-positive B cells enhance the therapeutic efficacy of anti-PD-L1 plus TLR-7/8 agonist therapy. **(A)** Experimental design. **(B)** B cell KO mice were treated with TLR-7/8 agonist plus anti-PD-L1 and received either 5000 CD19^+^CD40^-^ B cells or 5000 CD19^+^CD40^+^ B cells. **(C)** WT and B cell KO mice were treated with TLR-7/8 agonist plus anti-PD-L1. Kaplan-Meier survival curves, each with 5 to 6 mice per group. *P < 0.05, **P < 0.01, log-rank test.

### B Cell Chemokine CXCL13 and B Cells Together With CD8 T Cells in Tumors Associate With Melanoma Patients’ Survival

B cells were previously found to be activated in human cancer patients (13). We used TCGA analysis to determine the association between B cells and clinical outcomes of patients with melanoma. Gene expression and clinical data from the melanoma TCGA project were downloaded from public TCGA repositories. Kaplan-Meier analysis was used to generate plots of overall survival according to mRNA expression by RNA sequencing. Kaplan-Meier plots were generated using the “survival” R package (14). We found that the presence of B cells (CD19^+^) or B cell chemokine CXCL13 in tumors was associated with improved overall survival among melanoma patients. Interestingly, the presence of B cells together with CD8^+^ T cells in tumors was also associated with improved survival (**Figure 4A**). These findings indicated that tumor-infiltrating B cells contribute to the generation of an anti-melanoma immune response.

**Figure 4:**
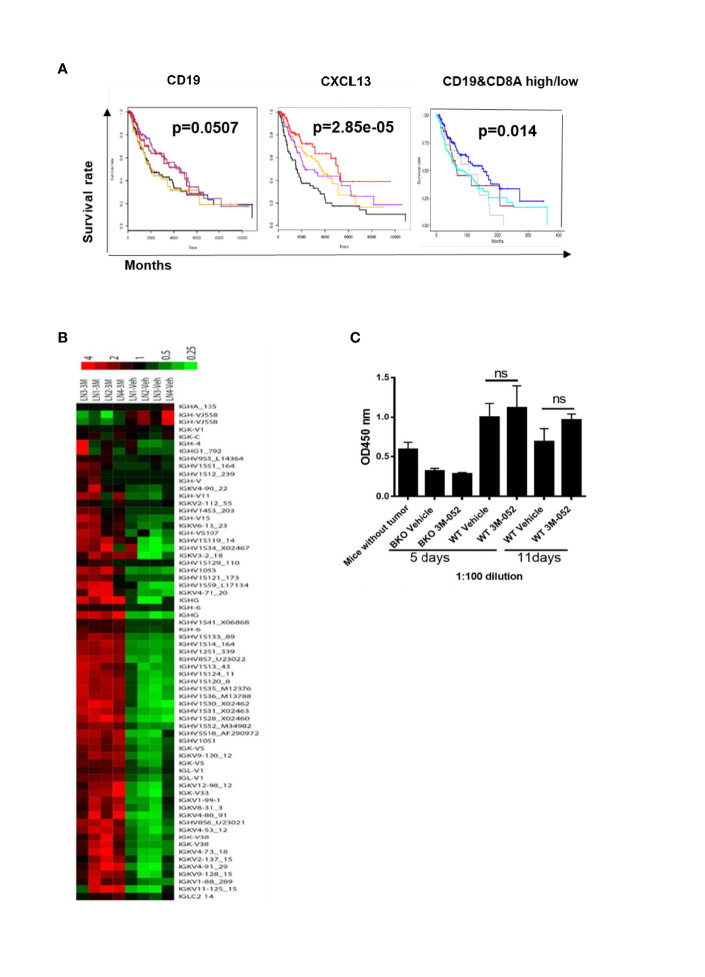
**(A)** Presence of B cells (CD19+), B cell chemokine CXCL13, or B cells together with CD8+ T cells in tumors is positively associated with melanoma patients’ survival. Kaplan-Meier plots show survival by quartiles of CXCL13 and CD19 mRNA expression (black, lowest 25%; orange, next 25%; purple, next 25%; red, highest 25%) and combinations of CD19 and CD8A mRNA expression (blue, CD19 high CD8A high; grey, CD19 high CD8A low; brown, CD19 low CD8A high; cyan, CD19 low CD8A low). High expression was defined as above, and low expression was defined as below the median gene expression. The P-values were derived from log-rank tests. **(B)** Microarray of tumor-draining lymph nodes after 4 days of treatment with TLR-7/8 agonist (3M or 3M-052) or vehicle (Veh). Shown are genes of the variable or constant region of Ig heavy or light chain (4 mice/group). **(C)** B16-specific IgG antibodies in serum in response to treatment with TLR-7/8 agonist (3M-052) or vehicle; unpaired Student’s t-test (5 mice/group). NS, not significant.

### B Cells Play an Antibody-Independent Role in TLR-7/8 Agonist-Mediated Anti-Melanoma Immunity

We performed a microarray analysis of draining lymph nodes of TLR-7/8 agonist–treated tumors to look for the B cell gene signature. 

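Among gene lists written down before the data were examined, transcripts of plasma cells were higher in 3M-052 nodes, while the list of B cell markers did not shift as a whole. Of 19 B cell genes measured, 1 was higher, none was lower and 18 did not pass limma's test (1 higher when adjusted over the list alone). The gene that rose was Blnk, an adaptor of B cell receptor signaling, with a log2 fold change of 1.22 (standard error 0.22, adjusted p = 0.0094). With the replicate number as a block, 2 were higher and 1 lower, and without vehicle replicate 4 2 were higher. The median log2 fold change of the list was 0.049 (adjusted p = 0.32 from camera), and it was 0.27 with an adjusted p of 0.030 when arrays were centered on their median in place of quantile normalization. Of 17 genes of plasma cells and plasmablasts, 10 were higher, none was lower and 7 did not pass (14 higher and 1 lower when adjusted over the list alone). The median of this list was 0.73 (camera, adjusted p = 2.9e-13, and adjusted p = 0.028 with an estimated correlation). The count of higher plasma cell genes was 5 without 3M-052 replicate 1, 6 without 3M-052 replicate 4, 5 without vehicle replicate 1, 4 without vehicle replicate 2 and 6 without vehicle replicate 3.

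None of 10 germinal center genes, 15 genes of B cell activation and costimulation and 12 genes of MHC class II presentation passed limma's test, nor did any when adjusted over the list alone. At an unadjusted p under 0.05, the germinal center list had 1 lower gene and the other lists had 0, and after adjustment the methods' t-test called 0 genes of these lists. Their medians were -0.040, -0.10 and -0.045 (camera, adjusted p = 0.86, 0.81 and 0.97), and those of activation and MHC class II were 0.082 and 0.25 with median centering, without passing. With the replicate number as a block, 1 gene of MHC class II presentation was higher. Cd40, the costimulatory receptor of B cells, was read by 4 probes with log2 fold changes between -0.18 and 0.17 and a lowest adjusted p of 0.57.

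Some genes of protein secretion and of cell division were higher in the same nodes. Of 24 genes of the unfolded protein response and secretion, 6 were higher and none lower (10 higher when adjusted over the list alone, 10 with the replicate number as a block), with a median of 0.45 (camera, adjusted p = 2.0e-10, and adjusted p = 0.024 with an estimated correlation). They included Creld2, a stress-induced protein of the endoplasmic reticulum, at a log2 fold change of 1.74, and Edem1, which takes part in the disposal of misfolded glycoproteins, at 1.59. Of 25 cell cycle genes, 14 were higher and none lower (21 higher when adjusted over the list alone, 23 with the replicate number as a block), with a median of 1.07 (camera, adjusted p = 1.3e-18, but adjusted p = 0.13 with an estimated correlation). The mitotic kinases Aurkb, Plk1 and Cdk1 had log2 fold changes of 1.33, 1.33 and 1.29. Of 24 genes of the type I interferon response, 17 were higher and none lower (22 higher when adjusted over the list alone), with a median of 1.52 (camera, adjusted p = 1.4e-26, but adjusted p = 0.094 with an estimated correlation). Rsad2, Isg15 and Irf7 of this list rose by 2.68, 2.37 and 2.33 on the log2 scale. Without 3M-052 replicate 1, vehicle replicate 1 or vehicle replicate 2, the count of higher cell cycle genes was 3, 3 and 4 and that of the unfolded protein response 3 in each case, as it was without vehicle replicate 3, and the calls of Aurkb (adjusted p = 0.062, 0.054 and 0.056) and, without the former 2 arrays, of Plk1 (0.059 and 0.053) were lost.

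Markers of other cells were measured on the same arrays. Of 17 T cell genes, 7 were lower and none higher (13 lower when adjusted over the list alone, 15 with the replicate number as a block), with a median of -0.78 (camera, adjusted p = 1.0e-09, but adjusted p = 0.13 with an estimated correlation). Cd3e, part of the T cell receptor complex, had a log2 fold change of -0.89, and Thy1 of -0.92, and both calls were lost with median centering (-0.61 and -0.60, adjusted p = 0.088 and 0.14). The count of lower T cell genes was 3 without 3M-052 replicate 1, 3 without vehicle replicate 1, 3 without vehicle replicate 2 and 4 without vehicle replicate 3. The mean of 11 fat cell genes was 9.58, 10.5 and 10.5 on the log2 scale in vehicle replicates 1, 2 and 3, 7.20 in vehicle replicate 4 and 6.34 to 8.43 in the 3M-052 nodes, and limma called 0 of these genes (8 lower at an unadjusted p under 0.05, and 0 by the adjusted methods' t-test). Of 11 hemoglobin probes, 10 were lower in 3M-052 nodes. The mean of 8 melanocyte genes was 8.97 in vehicle replicate 3 and 6.09 to 6.43 in the other vehicle nodes, and limma called 0 of these genes (2 lower at an unadjusted p under 0.05, and 0 by the adjusted methods' t-test).

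Over all kept probes, 546 were higher and 446 lower in 3M-052 nodes, against 1232 and 1499 with the replicate number as a block and 570 and 298 with median centering. Leaving out an array gave 283 higher and 151 lower without 3M-052 replicate 1, 286 and 125 without vehicle replicate 1, and 287 and 118 without vehicle replicate 2. The count of lower probes was also 667 without 3M-052 replicate 2, 262 without 3M-052 replicate 4, 238 without vehicle replicate 3 and 683 without vehicle replicate 4. With the fat genes' mean as a covariate, chosen after seeing the data, 132 probes were higher and 16 lower. This fit called 1 plasma cell gene, 7 interferon response genes, 2 genes of the unfolded protein response and 0 genes of the cell cycle, T cell and B cell lists. The medians with the covariate were 0.69 for plasma cells, 1.30 for the interferon response, 0.46 for the unfolded protein response, 0.86 for the cell cycle and -0.67 for T cells, and these lists passed camera at its preset correlation (adjusted p = 8.3e-16, 4.3e-29, 4.2e-12, 1.7e-17 and 3.7e-09). With an estimated correlation the covariate fit kept the calls of plasma cells and the unfolded protein response (adjusted p = 0.025 for both), and those of the interferon response (0.085), the cell cycle (0.15) and T cells (0.15) were lost, as they were without the covariate.

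**Figure D2:**
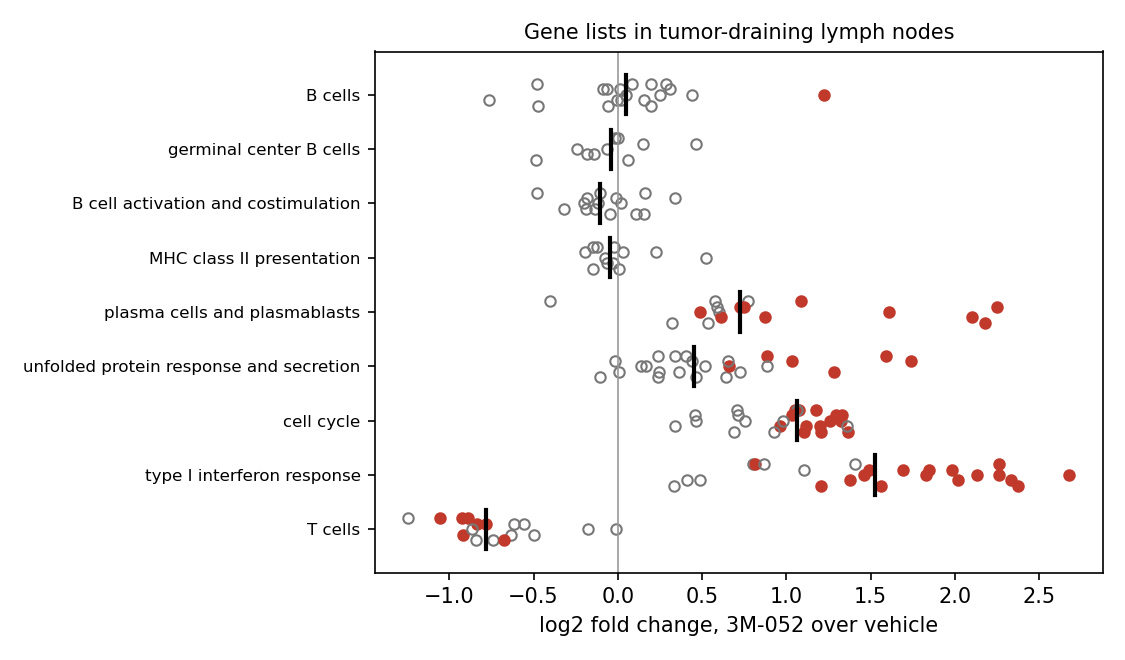
Log2 fold change, 3M-052 over vehicle, of each measured gene of 9 lists in tumor-draining lymph nodes (4 mice per group). Filled red circles passed limma's test at an adjusted p under 0.05, open circles did not, and black lines are medians. The median of the plasma cell list lies at 0.73 and that of the B cell list at 0.049.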

We found multifold upregulation of genes of the variable or constant region of antibody heavy or light chain in TLR-7/8 agonist–treated mice compared to vehicle-treated mice (**Figure 4B**).

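The antibody gene that could be identified by name, Ighg1, which encodes the constant region of the IgG1 heavy chain, varied strongly between mice. Its log2 intensity was 6.58, 6.91, 9.34 and 6.65 in 3M-052 replicates 1 to 4 and 6.98, 5.54, 5.28 and 5.47 in vehicle replicates 1 to 4. The log2 fold change was 1.55 (standard error 0.58), a 2.93-fold difference with an adjusted p of 0.16 from limma. The groups overlapped (two-sided exact permutation test of unpaired arrays, p = 0.11). Without 3M-052 replicate 3 the log2 fold change was 0.90. Ighg1 had an unadjusted p of 0.021 in limma and did not pass the methods' t-test before or after adjustment. The annotation used here gives an antibody gene name to 1 kept probe, so that the other variable and constant region genes of Fig. 4B were not analysed here, and the shift of the family could not be tested as a set. Of the 141 probes that passed the threshold at a rise of at least 4-fold, 105 have no gene name here. This is 74.5%, against 15.7% of all kept probes, and what these probes measure was not analysed.

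Some genes that plasma cells use to make and secrete antibody were higher in 3M-052 nodes, while 7 of the 17 genes of the plasma cell list did not pass limma's test. Mzb1, a chaperone of antibody assembly in the endoplasmic reticulum, had a normalized intensity of 12158 ± 2645 (SD, n = 4) after 3M-052 and 4073 ± 1396 (SD, n = 4) after vehicle. This is a log2 fold change of 1.61 (standard error 0.24, adjusted p = 0.0028 from limma), with every 3M-052 node above every vehicle node. Derl3, which acts in the disposal of misfolded secretory proteins, had a log2 fold change of 2.25 (standard error 0.39, adjusted p = 0.0079), and its probe was detected on 1 of the 4 vehicle arrays. The log2 fold change of Derl3 was 1.41 without background correction and 1.34 with a correction that does not use the detection p-values. Fkbp11, a folding enzyme of secretory cells, rose by 2.18 on the log2 scale (adjusted p = 0.018), and its lowest value of the 3M-052 group was in replicate 3, at 8.40 against a mean of 10.4 in the other nodes. Tnfrsf17, the BCMA receptor of plasma cells, rose by 2.10 (adjusted p = 0.026), with overlapping groups and detection on 1 of the 4 vehicle arrays, and by 1.32 and 1.26 in these 2 alternatives. The calls of Fkbp11 and Tnfrsf17 were lost without 3M-052 replicate 1 (adjusted p = 0.075 and 0.10), vehicle replicate 1 (0.053 and 0.089) or vehicle replicate 2 (0.059 and 0.082), and that of Tnfrsf17 also without 3M-052 replicate 4 (0.054) or vehicle replicate 3 (0.065), the node with melanocyte transcripts. With the level of fat transcripts as a covariate, chosen after seeing the data, the calls of Mzb1, Derl3, Fkbp11 and Tnfrsf17 were lost (adjusted p = 0.069, 0.13, 0.13 and 0.16), at log2 fold changes of 1.40, 2.09, 2.37 and 2.33. The methods' t-test, adjusted over the kept probes, also ended the calls of these genes (adjusted p = 0.073, 0.099, 0.13 and 0.15). The paper states, with Fig. 4B, that antibody genes were upregulated in mice given the TLR-7/8 agonist.

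**Figure D3:**
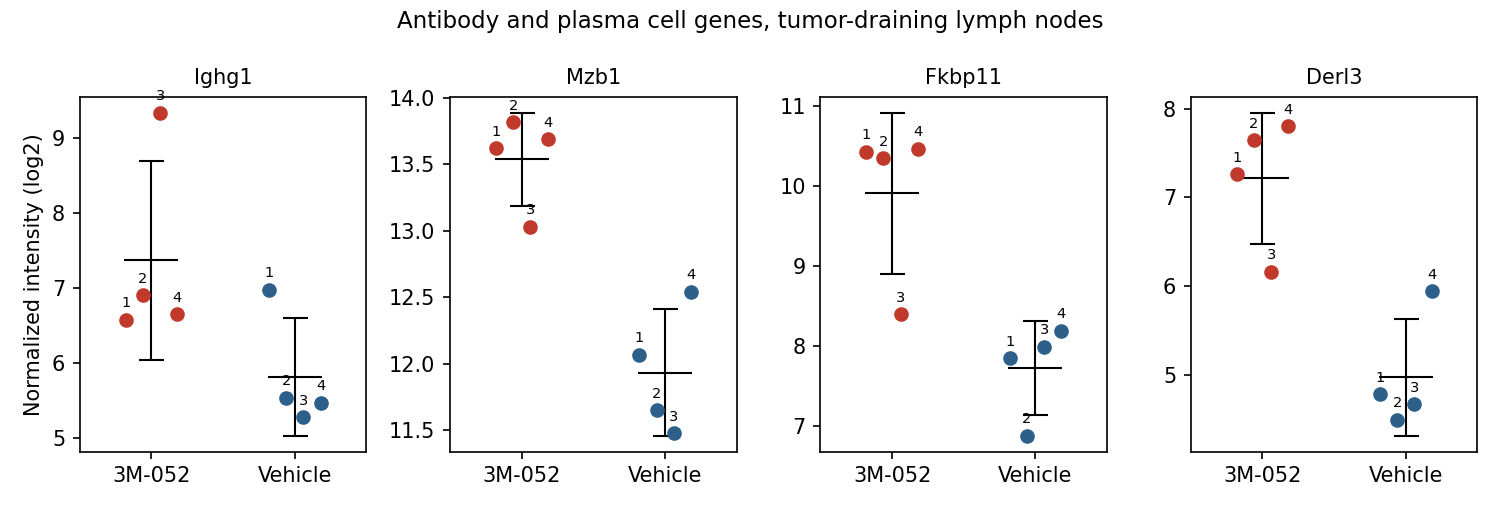
Normalized log2 intensity of Ighg1 and of the plasma cell genes Mzb1, Fkbp11 and Derl3 in tumor-draining lymph nodes of mice given 3M-052 or vehicle, each on its own axis. Points are single mice with their replicate number, and bars are the mean and SD (n = 4 per group). Ighg1 reaches 9.34 in 3M-052 replicate 3 and lies between 5.28 and 6.98 in the vehicle nodes.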

Next, we determined whether 3M-052-activated B cells produce tumor-specific antibodies responsible for tumor cell killing. B16 tumor-bearing B cell KO and WT mice were treated intratumorally with TLR-7/8 agonist or vehicle; serum was collected at various time points and analyzed for the presence of B16 tumor-specific serum IgG antibodies by ELISA as described under methods. Interestingly, a higher level of B16-specific IgG antibodies was not observed in the serum of TLR-7/8 agonist–treated mice compared with the serum of vehicle-treated mice (**Figure 4C**). These results indicated a potential antibody-independent role of B cells in TLR-7/8 agonist-mediated anti-melanoma immunity.

## Discussion

Although melanoma’s immunogenic nature makes this disease susceptible to immunotherapy, metastatic melanoma remains highly resistant to established immunotherapies like cancer vaccines and checkpoint blockade therapies. This highlights the need to understand the molecular mechanism of immunotherapy-induced anti-melanoma immune responses to develop new approaches for effective treatment. B cells enhance CD8^+^ T cell-mediated immunity during autoimmunity and allograft rejection (9, 15). Still, the role of B cells in anti-tumor CD8^+^ T cell immunity and in cancer patient survival is not well studied. Studies suggested that tumor-infiltrating B cells play a dual role, exhibiting both pro-tumor and anti-tumor activity.

Our study demonstrated that B cells enhance the anti-melanoma immunity in response to checkpoint blockade therapy. To the best of our knowledge, this is the first preclinical study that shows the involvement of B cells in anti-tumor activity in response to anti-PD-L1 antibody therapy. Furthermore, our findings showed that combination therapy with anti-PD-L1 antibody and TLR-7/8 agonist also required CD40 positive B cells and their chemokine CXCL13 to generate optimum anti-melanoma immunity. These results suggest that the interaction between CD40 on B cells and CD40L on other immune cells activates the CD40 pathway, which stimulates effective anti-tumor T cell immunity. Indeed, we found that the absence of B cells significantly reduced tumor-specific immunity.

Interestingly, we found that several antibodies -related genes were highly upregulated in response to TLR-7/8 agonist treatment, but we did not find the antibody-dependent killing of melanoma cells. These results suggest that B cells act as antigen-presenting cells, it may be that CD40 expression makes them potent antigen-presenting cells in the tumor microenvironment.

Our results are in accordance with DiLillo et al.’s findings that B cell-depleted mice showed a higher tumor burden of subcutaneous melanoma and lung metastasis than WT mice (16). Similarly, Kobayashi et al. found that B cells enhance anti-melanoma immunity in the B16.F10 melanoma model (17). Recently, some clinical studies also showed a key role of B cells in response to immune checkpoint blockade therapy (18, 19). Helmink et al. showed that the presence of B cells within tertiary lymphoid structures was associated with response to immune checkpoint blockade therapy (18). In contrast to these findings, other studies demonstrated an immune-suppressive function of B cells (20, 21), or no role of B cells in immunotherapy response (22). The controversial role of B cells in anti-melanoma immunity may be due to different phenotypes of B cells and different frequencies of B cells in the tumor microenvironment. Our study suggests that activated B cells or CD40-positive B cells are crucial to enhance anti-melanoma immunity.

Our transcriptome data suggest that the absence of B cells enhances Tregs/immune checkpoints and inflammation in tumors and these changes suppress anti-PDL1-induced anti-tumor immune response and reduce mouse survival.

Although our results reveal the role of B cells in enhancing the anti-melanoma immunity in response to immunotherapy, these results must be interpreted with caution, and a few limitations should be borne in mind, such as; using only one tumor model in the study and found limited contribution of B cells in anti-melanoma immunity.

We expect our findings to lead the field closer to the development of biomarkers based on B cell activation that predicts response to immunotherapy. In addition, our results may facilitate the design of more effective anti-melanoma immunotherapy.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE190261 and GSE202879.

## Ethics Statement

The animal study was reviewed and approved by All animal experiments were performed under National Institutes of Health guidelines and approved by the Institutional Animal Care and Use Committee of The University of Texas MD Anderson Cancer Center.

## Author Contributions

Conception, design and study supervision: MS, Development of methodology: MS, SS, VS, KB, JR, ZW, LV, RD, LB, ZY, SK Resources and critical comments on manuscript: KR, SSN, WO, AD, NS, Writing the manuscript: MS and SS.

## Funding

This work was supported by Department of Defense Idea Award CA160521 (to M.S.), The University of Texas MD Anderson Cancer Center Specialized Programs of Research Excellence in Melanoma (P50CA093459 to MS) and National Institutes of Health/National Cancer Institute Grant P30CA016672, which supports the flow cytometry facility at MD Anderson Cancer Center.

## Conflict of Interest

Author WO was employed by company Nektar Therapeutics.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

KO, knockout; PD-L1, Programmed death-ligand 1; PD-1, Programmed cell death protein 1; CTLA-4, cytotoxic T-lymphocyte-associated protein 4; TCGA, The Cancer Genome Atlas.

# Supplementary material for: B Cells Are Required to Generate Optimal Anti-Melanoma Immunity in Response to Checkpoint Blockade
**Source:** Front Immunol. 2022 May 26;13:794684. doi: 10.3389/fimmu.2022.794684
**Supplement:** Supplementary file 1

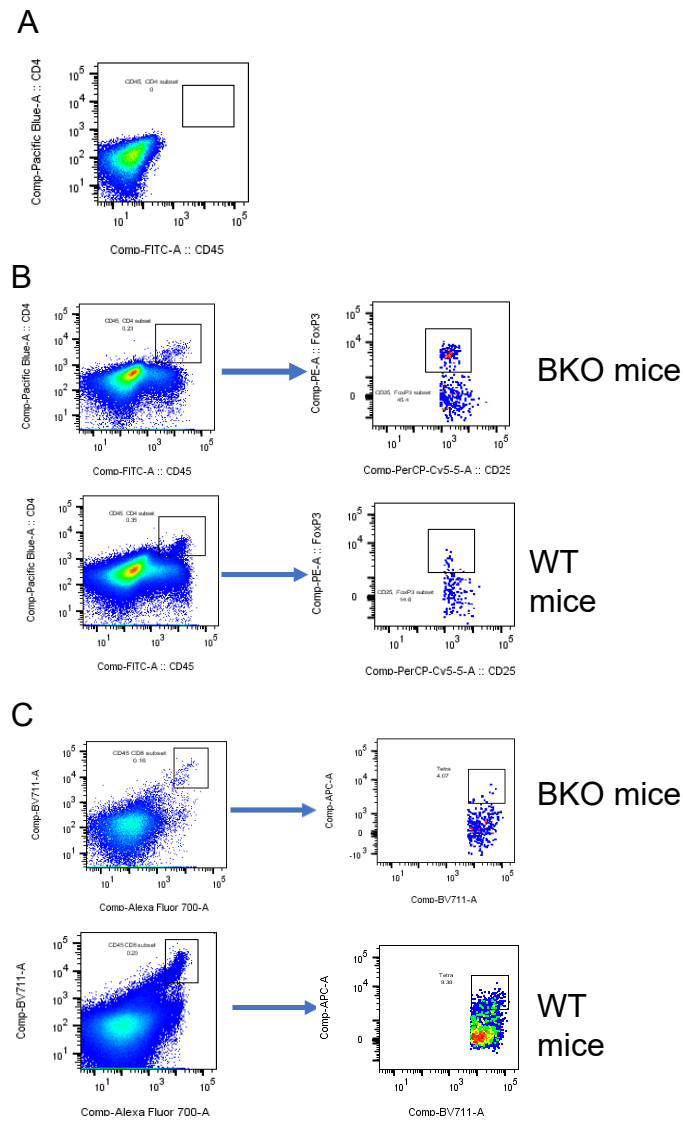

Supplemental Figure 1. Gating strategy of flowcytometry analysis, Tumor bearing, B- cell KO (BKO) and WT mice were treated with anti-PDL1 and tumor infiltrated leukocytes were analyzed for the presence of Tregs and tumor specific CD8⁺ T cells (Ova tetramer). Graphs represent (A) unstained control (B) CD25⁺FoxP3⁺ gated on CD45⁺CD4⁺ (C) CD8⁺Ova tetramer⁺ gated on CD45⁺CD8⁺

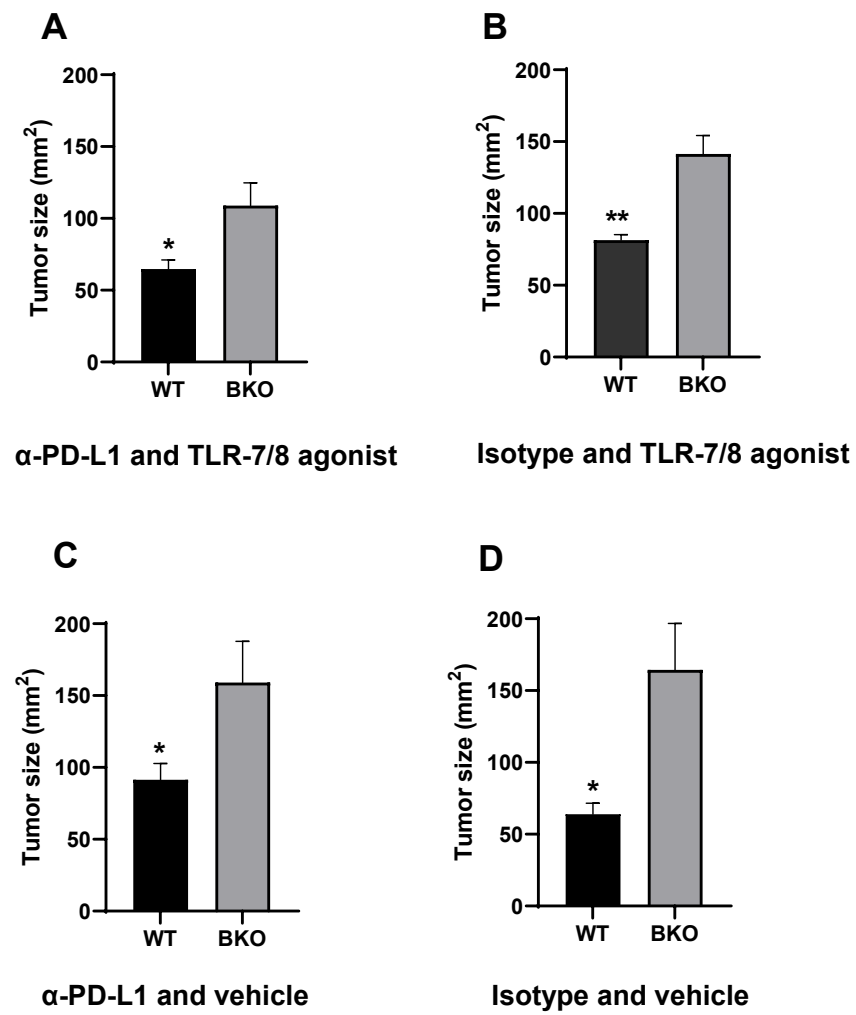

Supplemental Figure. 2A. Tumor size on day 12 (A,B,C) and on day 9 (D). Mice were treated as indicated *P<0.05, **P<0.01, unpaired Student's t-test . BKO, B cell knockout

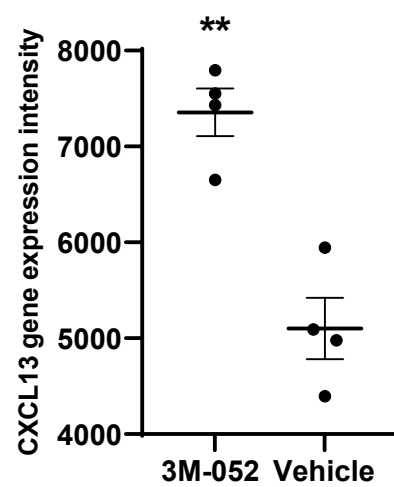

Supplemental Figure. 2B. Upregulation of CXCL13 in response to TLR-7/8 agonist (3M-052). Microarray of tumor-draining lymph nodes after 4 days of treatment with 3M-052 or vehicle. **P<0.01, unpaired Student's t-test .

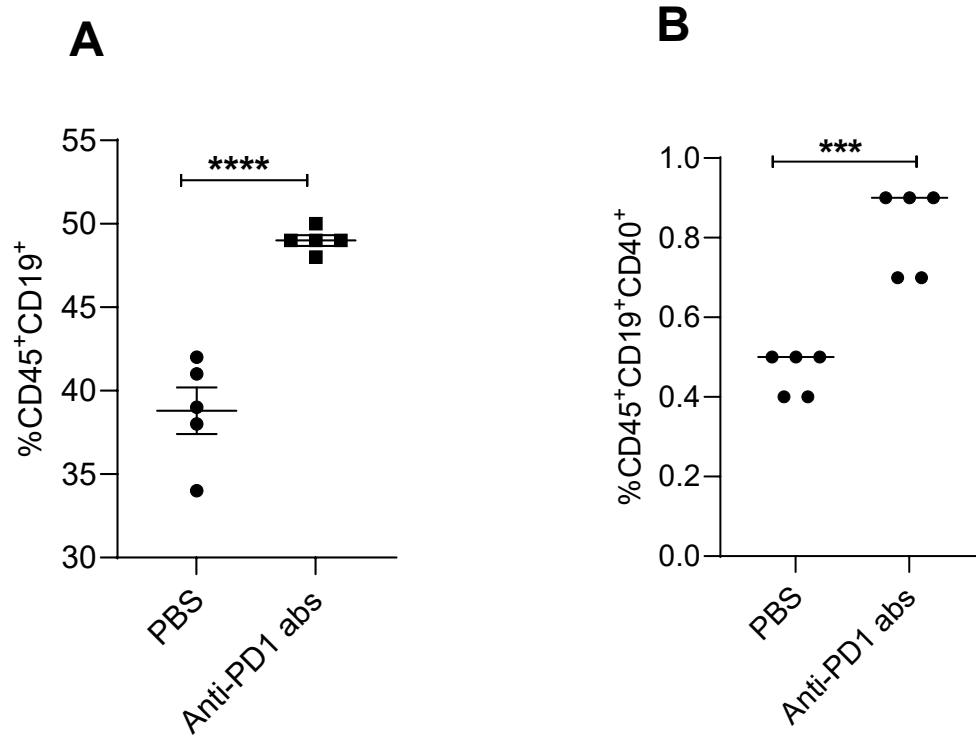

Supplemental Figure 3. B cells (A) and activated B cells (B) in the tumor-draining lymph node. Tumor-bearing, WT mice were treated with anti-PD1 antibody (100ug/mouse) or PBS intraperitoneally every other day, and lymph nodes cells were analyzed for the presence of CD45⁺CD19⁺ and CD45⁺CD19⁺CD40⁺ by flow cytometry.***P=0.0002 and .****P=0.0001 , unpaired Student's t-test

How the deposited data were processed for this re-analysis (not part of the article)

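Tumor-draining lymph nodes of 8 mice with B16 melanoma were measured on Illumina mouse bead arrays, 4 from mice whose tumor was injected once with 3M-052 and 4 from mice injected with vehicle, on day 4 after the injection. The paper's general treatment section gives a dose of 35 µg of 3M-052, and it was not restated for the arrays. The labels describe the RNA in one place as coming from tumors and elsewhere as coming from lymph nodes. The paper's abstract also names treated tumors for the microarray. Its methods and the legend of Fig. 4B name draining lymph nodes, which was used here. Each array is a separate mouse, as the legend of Fig. 4B gives 4 mice per group.

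The authors deposited 2 tables. The first holds, for 45281 probes on every array, the scanner's intensity as summarized by GenomeStudio, whose version is not given in the sources used here, and a detection p-value, which the authors' software computed against negative control beads in steps of 1 in 936. The second holds intensity values of 21765 probes that the authors had normalized in a way not given in the sources used here. Each of its columns correlated best with its own array in the first table, at 0.984 or more on the log2 scale. Its values reached 35866, and its scale was taken as linear. Its lowest value was 29.6 on every array, and its medians were 115, 123, 123 and 118 on 3M-052 replicates 1 to 4 and 125, 126, 123 and 119 on vehicle replicates 1 to 4. The direction is that of the intensity. Log2 fold changes from this table and from the normalization below correlated at 0.980 across probes, which are not independent replicates.

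From the first table, intensities were background corrected with the detection p-values, quantile normalized and brought to log2 with neqc (offset 16) of limma 3.58.1 in R 4.3.3. Probes with a detection p under 0.05 on at least 4 of the 8 arrays, whatever the group, were kept, which left 19462. Groups were compared with lmFit and eBayes with a variance trend, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Single genes were also tested with an exact permutation test, whose smallest p is 0.029 for 4 against 4. A probe takes its gene name from the annotation of the array platform, updated through gene identifiers to the reference annotation of GRCm38.p6. Of the probes of the second table, 18216 have 1 gene name, 8 have several and were left unnamed, and 3541 have none, while the 23516 probes outside that table are unnamed here. An identifier was matched for 18196 names, and 20 names were kept as given. Gene lists use the brightest kept probe of a gene, and 24 lists of cell markers and pathways, along with the genes listed as named by the paper, were written before the data were examined, as were the tests and alternatives. Lists were tested with camera (preset correlation 0.01), and beside it with an estimated correlation and with fry, with adjustment over the 24 lists.

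Genes named in the text follow a rule set at the same time: the genes listed as named by the paper that have a kept probe, 15 of 23 (the list also holds Cxcr5, the receptor of CXCL13, which the paper's text does not name), up to 10 probes with the largest rise and up to 10 with the largest fall past the threshold with groups that do not overlap, antibody gene probes, and up to 4 members of each list past the threshold in each direction. The antibody genes were to be found by their symbols, and 1 kept probe, of Ighg1, carries such a name. The planned set test of these genes and the planned clustering of arrays on them could not be made with 1 probe, and clustering was done over all kept probes.

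Replicate numbers are shared between the groups, and the labels do not say what a number stands for. The deviations from the group means of same-numbered arrays correlated at 0.19, 0.43, 0.25 and 0.57 for numbers 1 to 4, and every array correlated best with the array of its own number. By the criterion set for this check, a correlation over 0.1 in every pair, the numbers pair the arrays, from the data and not from a stated design. The main fit, camera's main test and the permutation tests do not use the numbers and are unpaired. A fit with the number as a block is given where it ends a call or moves a list's count by over 1.5 times. An exact permutation within 4 pairs could not reach a p under 0.05, so that the permutation p of 0.029 holds for unpaired arrays only. Arrays numbered 4 had the highest minimum intensity, 45.5 and 44.9 against 36.6 to 39.5 on the others.

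The procedure was tested on simulated data, with values drawn around the real means of the 19462 probes and 200 of them changed. At a log2 change of 0.5, 2% of the changed probes were recovered, at 1 42%, at 2 92% and at 3 100%, and 5.6% of the calls were false. The real comparison called 992 probes, more than the 200 changed here. The adjusted p depends on how many probes change, so that these shares need not hold for the real data. Of 5 simulated lists shifted by 0.5, camera called 5, and of 15 unshifted lists 0. Each gene was drawn independently, so that the simulated lists hold no correlation between genes. The estimated correlation in the real lists was 0.54 for the interferon response and 0.53 for the cell cycle, but 0.023 for the unfolded protein response. The simulation therefore does not show how often camera at its preset correlation calls correlated lists falsely. Alternatives covered the background correction, normalization, the second deposited table, filters on dim probes, the variance model, array weights, the replicate block, the methods' t-test and leaving out each array. The bead chip as a block was not run, since the files used here do not give it.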

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

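Apart from the count of other splits of the arrays, all tests of explanations in this part were chosen after the results were seen. Other splits of the 8 arrays into 4 and 4 tested whether the difference between the groups is larger than chance. Of 35 splits, 1, the real one, gave as many probes past the threshold: it gave 992, and the highest of the others gave 41. The smallest p that 35 splits allow is 0.029, so that chance is made unlikely but is not excluded. Of the 8 splits that part all pairs of same-numbered arrays, the others gave at most 0, against 2731 for the real split with the number as a block. These 8 splits are too few for a p under 0.05.

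Melanocyte transcripts stood out in vehicle replicate 3. The mean of the 8 measured melanocyte genes was 8.97 there and 6.21 in the other vehicle nodes, and the gap took 0.881 of the group's range. Dct and Pmel, enzyme and matrix protein of pigment cells, were at 12.4 and 11.0 on the log2 scale in this node and at no more than 7.80 and 6.31 in the other 7. More skin carried over with this node than with the other vehicle nodes is argued against by the keratinocyte genes Krt14 and Krt10. Their mean differed from the other vehicle nodes by -0.021 (SD of these 0.24). Krt14 was at 8.57 in this node, against 8.18, 8.91 and 7.29 in vehicle replicates 1, 2 and 4, and Krt10 at 7.45 against 7.98, 7.57 and 8.24. In 3M-052 replicates 1 to 4, Krt14 was at 4.79, 8.04, 4.58 and 6.43, and Krt10 at 8.15, 7.72, 6.94 and 8.04. Skin shared by the vehicle nodes is therefore not excluded. A tumor sample in place of a node is argued against by the B cell list, which differed by 0.0097 (SD 0.035). The fibroblast list was 0.67 higher than in the other vehicle nodes (SD 0.30). Tumor tissue carried over at dissection and melanoma cells in the node cannot be told apart by this, since either may bring stromal transcripts, which was not tested. No biological explanation was tested.

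The plasma cell list was higher and the T cell list lower in 3M-052 nodes, with 10 of 17 and 7 of 17 genes past the threshold (camera with an estimated correlation kept the plasma cell call, adjusted p = 0.028, and lost the T cell call, 0.13), while fat transcripts were high in 3 of the 4 vehicle nodes. Dilution of the vehicle nodes by fat would raise all node transcripts after 3M-052, but the T cell list's mean changed by -0.72, and the plasma cell list rose by 0.85 more than the B cell list (exact permutation p = 0.029 for each). A fall of all other cells' shares as plasma cells fill the node was predicted to lower B and T cell genes alike. The change of the B cell list's mean was 0.79 above that of the T cell list (exact permutation p = 0.029). The prediction assumes that plasma cells bring no transcripts of the B cell list, which was not tested. These values therefore do not decide on this explanation. The fat list as a covariate left 132 probes higher and 16 lower, and 1 of 17 plasma cell and 0 of 17 T cell genes past the threshold, while the medians of these lists, 0.69 and -0.67, stayed near those without it. An effect of 3M-052 on the makeup or activity of the node's cells remains open as a hypothesis, and the arrays do not tell these apart.

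Hemoglobin transcripts were lower in 3M-052 nodes, at 10 of 11 probes, and the differences of all 11 were 2.38- to 3.45-fold. The median log2 fold change was -1.34 (median standard error 0.31) with the fat list as a covariate, against -1.74 (0.27) without it. This argues against less surrounding fat, with its blood, as the whole cause. The rule for this test was rewritten after its values were known, and the earlier rule, based on lost calls, had left the question open. The 11 probes read Hba-a1, Hbb-bs and Hbb-bt and are not independent. The red blood cell list still passed camera (median -1.07, adjusted p = 2.7e-05, and 0.048 with an estimated correlation). It holds Hba-a1 and Hbb-bt, so that it is not separate evidence. A share of the fall that goes with fat stays open. With the covariate 10 of 11 probes had an unadjusted p under 0.05 and 0 passed after adjustment, where the median p of these probes was 0.00072 and the largest p that passed was 0.00035, against 0.0025 without the covariate. Blood carried over at dissection and blood within the node cannot be told apart, since both bring hemoglobin. The endothelial list's mean was lower in 3M-052 nodes at each of the 4 replicate numbers, by 0.24, 0.20, 0.69 and 0.42 (mean difference -0.39, exact permutation p = 0.20 without regard to the numbers). Camera gave an adjusted p of 0.0040 with the number as a block, but 0.67 with an estimated correlation and no block. The endothelial list does not part these 2 sources, and an effect of 3M-052 on the node's blood was not tested.

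Arrays far from the rest of their group were looked for in 198 groups of 4, in which chance gives about 9.90 such arrays, and 12 were found, the melanocyte list included. Ighg1 was at 9.34 in 3M-052 replicate 3 against a mean of 6.71 (0.881 of the range) and at 6.98 in vehicle replicate 1 against 5.43 (0.847). Fkbp11 was at 8.40 in 3M-052 replicate 3 against 10.4 (0.943), and the macrophage list's mean at 9.57 in the same array against 10.1 (0.933). Itgae was at 9.56 in 3M-052 replicate 2 against 8.89 (0.846). In vehicle replicate 4, Cd6 was at 11.9 against 12.5 (0.853), Ifng at 6.58 against 5.01 (0.862) and Ptprc at 6.01 against 7.97 (0.880). Fcgr4 was at 6.78 in vehicle replicate 1 against 7.39 (0.976), Foxp3 at 9.85 in vehicle replicate 3 against 9.53 (0.864), and Pecam1 at 11.1 in vehicle replicate 2 against 10.7 (0.942).

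Gene groups other than those the paper reports from these arrays shifted between the groups in camera's test. Median log2 fold changes were 1.52 for the type I interferon response, 1.07 for the cell cycle, 0.45 for the unfolded protein response and secretion, 0.28 for cytotoxic and Th1 effector genes, 0.32 for macrophages and monocytes, -0.78 for T cells, -0.73 for dendritic cells, -0.57 for endothelium, -2.08 for fat and -1.28 for red blood cells. Without 3M-052 replicate 3 the median was -1.21 for fat, 0.52 for macrophages and -0.34 for endothelium, whose call was lost (adjusted p = 0.10), as it was without vehicle replicate 4 (0.082) and with array weights (0.19). The macrophage median was 0.18 without 3M-052 replicate 2 and 0.20 without vehicle replicate 3, and the call of the cytotoxic list was lost without 3M-052 replicate 1 (0.056), 3M-052 replicate 2 (0.079) or vehicle replicate 3 (0.18). The cytotoxic call was also lost with the replicate number as a block (0.11), median centering (0.093), the second deposited table (0.053), detection on all 8 arrays (0.18) and the mean of a gene's probes (0.091), and its median was 0.16 without background correction. Medians of other lists moved as well, to -0.72 for red blood cells without background correction, -0.30 for endothelium with median centering, 0.17 for macrophages without a filter and -0.92 for fat with detection on all 8 arrays. With an estimated correlation, the calls for secretion and red blood cells held, at adjusted p values of 0.024 and 0.044, and the others named in this paragraph did not, and with fry the calls of macrophages (0.084), endothelium (0.20) and fat (0.20) were lost. Probes without a gene name made up 105 of the 141 probes that passed the threshold at a rise of at least 4-fold, or 74.5%, against 15.7% of all kept probes (Fisher's exact test, p = 8.2e-55, across probes, which are not independent), and what they measure was not analysed here.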

How the results depend on the processing

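The covariate of fat transcripts, also with an estimated correlation, the arrays numbered 4 as a block and the fit without these arrays were chosen after seeing the data. The plasma cell list passed the threshold in all 21 alternatives set beforehand, tested with camera in each but the one that used fry, with medians of 0.64 to 0.88. The B cell list passed in 1, the centering of arrays on their median (0.27, adjusted p = 0.030, range of adjusted p up to 0.67). Over the lists past the threshold, 209 comparisons with these alternatives kept the call and 22 lost it, and over the named genes past it, Cxcl13 apart, 1131 kept it and 202 lost it, none of them with a change of direction. Both normalizations placed 8 of 8 arrays on their group's side of the leading principal component, which held 42.1% of the variance, or 41.2% in the second deposited table. Average-linkage clustering over all kept probes put vehicle replicate 4 with the 3M-052 arrays.

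The counts of higher and lower probes, 546 and 446, were 1232 and 1499 with the replicate number as a block, which kept all 546 and 446, and 838 and 869 with array weights. The methods' t-test gave 1486 and 2176 unadjusted and 118 and 98 adjusted, and on linear intensities 1332 and 2159 unadjusted and 46 and 51 adjusted. Without a filter 255 were lower, with the arrays numbered 4 as a block 743 were lower, and with the fat covariate 132 were higher and 16 lower. Leaving out each array in turn gave 283 (without 3M-052 replicate 1) to 670 (without vehicle replicate 4) higher and 118 (without vehicle replicate 2) to 683 (without vehicle replicate 4) lower. The cause was not tested, except that each such fit has fewer samples.

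The Cxcl13 log2 fold change lay between 0.44 and 0.60 when arrays were left out in turn, and passed only without vehicle replicate 4. It was 0.51 and no longer past the threshold without a filter, where more probes are tested, without the variance trend and by the adjusted methods' t-test, 0.50 by that test on linear intensities and 0.36 with the fat covariate; apart from the filter, the cause was not tested. The log2 fold change of Ighg1 lay between 0.90 and 1.94 when arrays were left out and passed in no alternative. The replicate block ended the call of the cytotoxic and Th1 effector list (adjusted p = 0.11) and of no other list or named gene.

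Values of genes and lists that had not passed the test changed sign, and the cause was not tested. With median centering, Cd40 was at 0.058, B cell activation at 0.082, MHC class II at 0.25 and fibroblasts at 0.035. The second deposited table put handling stress at -0.0049. Detection on all 8 arrays put muscle and keratinocytes at 0.047 and melanocytes at 0.15, and detection p under 0.01 put melanocytes at 0.00044. Array weights put Cd4 at 0.073, Cxcr5 at -0.12 and Foxp3 at -0.080, the mean of a gene's probes put germinal center genes at 0.00071, and leaving out both arrays numbered 4 put Cxcr5 at -0.047. The fat covariate put Cd4 at 0.019, Foxp3 at -0.063, Ifng at -0.16, Ptprc at 0.31, Vegfa at 0.013, fibroblasts at 0.28 (adjusted p = 0.0072, but 0.28 with an estimated correlation) and muscle and keratinocytes at 0.0032. It brought the neutrophil list past the threshold (0.80, adjusted p = 0.0021, but 0.42 with an estimated correlation). It put the fat list, which had passed at -2.08, at 0.017, an outcome fixed by taking the list's own mean as the covariate. Leaving out each array in turn gave ranges of -0.0033 to 0.13 for B cells, -0.093 to 0.017 for germinal center, -0.17 to 0.036 for MHC class II, -0.054 to 0.56 for neutrophils, -0.17 to 0.063 for T follicular helper cells, -0.19 to 0.014 for fibroblasts, -0.19 to 0.23 for handling stress, -0.20 to 0.29 for muscle and keratinocytes, -0.12 to 0.15 for Cd4, -0.17 to 0.16 for Cxcr5, -0.13 to 0.080 for Foxp3 and -0.60 to 0.36 for Ptprc. Dim probes are limited by the signal over background, and at most 44.9% of all probes were detected on an array. The bead chip as a block was not run.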

Differences from the paper's values

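The values set beside the paper's were the mean Cxcl13 intensity and the number of mice per group. None was counted as different by the criteria used, but these were wide. With median centering, a mean Cxcl13 intensity of 9497 after 3M-052 was also not counted as different from the paper's value of about 7400. The criteria therefore cannot tell close agreement from a gap of this size. The mean Cxcl13 intensity is about 7400 after 3M-052 and about 5100 after vehicle in Supplementary Figure 2B, read by eye, with SEM bars, and was 7471 and 5267 here. The methods' t-test on linear intensities gave Cxcl13 a p of 0.0033, and 0.11 after adjustment over the kept probes.

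The paper states that antibody variable and constant region genes were upregulated several-fold, and shows this in Fig. 4B. Here the antibody gene that carries a name, Ighg1, had a log2 fold change of 1.55 with an adjusted p of 0.16 in limma (0.021 before adjustment), and no alternative brought its adjusted p under the threshold. The other antibody genes of Fig. 4B could not be identified by name, so that the paper's statement on the family was not tested. Of the 141 probes that rose at least 4-fold, 105 have no gene name here. The gene Mzb1 of plasma cells, which the paper does not name, passed with a log2 fold change of 1.61.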

Other observations

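Lists of myeloid, stromal and vascular genes were tested as well. Of 17 genes of macrophages and monocytes, 4 were higher and none lower after 3M-052 (4 higher when adjusted over the list alone; camera, adjusted p = 0.00054, but adjusted p = 0.38 with an estimated correlation): the Fc receptors Fcgr4 and Fcgr1 at log2 fold changes of 2.40 and 1.96, and Ly6c1 and Ms4a7 at 1.53 and 1.22. Ly6c1 is also made by other cells of the node. Of 11 dendritic cell genes, 4 were lower and none higher (5 lower when adjusted over the list alone; camera, adjusted p = 9.5e-05, but adjusted p = 0.14 with an estimated correlation): Fscn1, of mature dendritic cells, at -1.49, Siglech, of plasmacytoid dendritic cells, at -1.44, Itgae at -1.31 and Cd207, or langerin, at -0.90 and detected on 1 of the 4 3M-052 arrays. With the replicate number as a block 7 were lower, and 2 were lower without 3M-052 replicate 1, vehicle replicate 1 or vehicle replicate 2. Of 17 cytotoxic and Th1 effector genes, the chemokines Ccl3 and Ccl4 rose by 2.45 and 2.58 and Ccl5 fell by 0.99 on the log2 scale (4 higher and 2 lower when adjusted over the list alone, 4 and 3 with the replicate number as a block; camera, adjusted p = 0.045, but adjusted p = 0.26 with an estimated correlation). Of 15 endothelial genes, 4 were lower (6 lower when adjusted over the list alone, 2 higher and 8 lower with the replicate number as a block; camera, adjusted p = 0.0097, but adjusted p = 0.67 with an estimated correlation): Vwf at -1.79, Glycam1, a ligand made by high endothelial venules, at -1.16, Esam at -0.89 and Pecam1 at -0.78. The count was 1 without 3M-052 replicate 1, vehicle replicate 1, vehicle replicate 2 or vehicle replicate 3 and 2 without 3M-052 replicate 4. Leaving out single arrays ended the calls of Vwf (any array but 3M-052 replicate 2), Pecam1, Glycam1, Cd207 (any array but 3M-052 replicate 4), Siglech, Ms4a7 and Ccl5, at adjusted p values of at most 0.13. Median centering ended the calls of Ccl5 (0.13), Cd207 (0.074), Glycam1 (0.13) and Pecam1 (0.061), the second deposited table those of Cd207 (0.14) and Vwf (0.052), the lack of a variance trend that of Vwf (0.051), and the lack of a filter on dim probes or a detection threshold of 0.01 that of Cd207 (0.11 and 0.052). Without background correction the log2 fold changes of Fcgr1 and Cd207 were 1.23 and -0.49, and that of Cd207 was -0.52 in the second deposited table. Of 13 genes of follicular stroma and lymphoid chemokines, 2 were higher, Cxcl13 and Fcgr2b (1.07), and 2 lower (2 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.32). The count of lower genes was 4 without 3M-052 replicate 2, 1 without 3M-052 replicate 1, vehicle replicate 3 or vehicle replicate 4 and 0 without vehicle replicate 1 or 2, and that of higher genes was 1 without any array but vehicle replicate 4.

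The largest rises among named genes were those of Sct (3.30), Fpr2 (3.22), a receptor of formylated peptides on myeloid cells, Slpi (3.10), a secreted protease inhibitor, Ifnlr1 (2.75 and 2.69 at 2 probes), the receptor chain of interferon lambda, Rsad2 (2.68), Saa3 (2.63), an acute phase protein, Ifit3 (2.61 at the dimmer and 2.27 at the brighter of 2 probes), and Ccl4 (2.58). Speer1 also passed the threshold (2.54), but its probe was detected on 1 of the 4 vehicle arrays and its log2 fold change was 1.60 without background correction, so that the size of its rise is not settled. The largest falls were those of Krt17 (-2.16, detected on 2 of the 4 3M-052 arrays, at -1.42 without background correction, and not past the threshold without 3M-052 replicate 1 or vehicle replicate 2, at adjusted p values of 0.069 and 0.059), Adam23 (-2.02), Bpifb5 (-1.99), Apol7c (-1.92), Vwf and hemoglobin genes. With the level of fat transcripts as a covariate, chosen after seeing the data, 42 of 61 probes of named genes past the threshold, Cxcl13 apart, lost their call, among them Tlr7 (adjusted p = 0.064), Slpi (0.065), Saa3 (0.061), Fcgr4 (0.069), Krt17 (0.20, at -1.27) and Ccl5 (0.39, at -0.60). Of 15 measured genes listed beforehand as named by the paper, though its text does not name Cxcr5, Tlr7, a receptor of 3M-052, was higher (1.25, adjusted p = 0.0029) along with Cxcl13, and Ccl5 was lower (-0.99, adjusted p = 0.026); the paper's own statement on CCL5 is about tumors of B cell KO mice. Cd274, Ctla4, Lag3, Tigit, Foxp3, Il2ra, Ifng, Vegfa, Cd4 and Ptprc did not pass (adjusted p = 0.39, 0.45, 0.51, 0.58, 0.999, 0.33, 0.47, 0.52, 0.99 and 0.94).

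Of 14 genes of regulatory T cells and checkpoints, Il10 was higher (0.91) and Icos lower (-0.74), and of 6 of T follicular helper cells Icos was lower (camera, adjusted p = 0.51 for both lists). Adjusted over the list alone, 2 were higher and 3 lower in the former list, as with the replicate number as a block, and 1 lower in the latter. The calls of Il10 and Icos were lost without any array but 3M-052 replicate 2 and vehicle replicate 4, at adjusted p values of 0.061 to 0.14. Both calls were also lost in the second deposited table (0.19 and 0.054), without a filter (0.12 and 0.069) and with median centering (0.079 and 0.059), and Il10 was at 0.48 without background correction (0.055). Of 12 neutrophil, 18 fibroblast, 4 muscle and keratinocyte, 8 melanocyte, 13 handling stress and 14 ribosomal protein genes, limma called 0 (2, 1, 1, 2, 1 and 0 at an unadjusted p under 0.05, and 0 by the adjusted methods' t-test; adjusted over the list alone, 1 muscle and keratinocyte gene was lower; with the replicate number as a block, 1 neutrophil and 1 handling stress gene were higher and 1 fibroblast, 1 muscle and keratinocyte and 1 handling stress gene lower; with 1 array left out, 1 neutrophil gene was higher without 3M-052 replicate 4, 1 melanocyte gene higher without vehicle replicate 3, 2 fibroblast genes lower without vehicle replicate 4 and 1 muscle and keratinocyte gene lower without 3M-052 replicate 2 or vehicle replicate 4), with camera's adjusted p at 0.20, 0.68, 0.85, 0.51, 0.91 and 0.25. The handling stress list had a median of 0.22, while fry placed it lower. Of 11 fat genes, limma called 0 (8 at an unadjusted p under 0.05 and 0 by the adjusted methods' t-test; camera, adjusted p = 0.00017, but adjusted p = 0.52 with an estimated correlation). With the replicate number as a block 2 were lower, without vehicle replicate 4 8 were lower, and without both arrays numbered 4, left out after seeing the data, 9 were lower. Of 5 red blood cell genes, 3 were lower, Hba-a1 (-1.76), Hbb-bt (-1.71) and Alas2 (-1.28), with 4 lower when adjusted over the list alone (camera, adjusted p = 0.00012). Alas2, which is also the median of this list, was at -0.72 without background correction.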
